A study of Mus musculus with 24 samples. Its data were reported in "Liver gene expression and its rewiring in hepatic steatosis are controlled by PI3Kα-dependent hepatocyte signaling" (2025).

How the data were processed

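Gene expression was measured in livers of male mice, 1 array per mouse and 6 mice in each of 4 groups. The labels divide the 24 arrays by genotype and feeding state into LWT_Fed, LWT_Fasted, LKO_Fed and LKO_Fasted. LWT names floxed littermates without the Cre recombinase, and LKO names mice in which Cre driven by the albumin promoter removes part of Pik3ca in hepatocytes. Pik3ca encodes p110α, a catalytic subunit of phosphoinositide 3-kinase in the insulin signalling pathway. Fasted mice went without food for 24 h, and all livers were taken at the same hour of the light cycle.

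Cy3-labelled RNA was hybridised by the authors to 1-colour Agilent SurePrint G3 mouse arrays of 60-base probes, and the scans were read with Feature Extraction 10.10.1.1. Per the file headers, the values used here are the median and mean pixel intensity of each spot before background subtraction, the median intensity of the local background, and a processed signal that Feature Extraction corrected for background and for trends across the array. None of these was scaled between arrays. The deposited series matrix holds log2 values made by the authors from the median signal after a filter, a correction for the washing bath and quantile normalization. That matrix holds 32595 probes, and within each array its order of probes was nearly that of the scanner's median signal, with a lowest Spearman rho of 0.999996. These orders left no sign of a correction of single probes for the bath. The labels do not name the bath and the methods do not state the rule of the filter. Probe positions in the files refer to mm9 (NCBI37).

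Each array carried 56605 distinct probes outside controls, of which 300 were printed on 10 spots each. Spots marked by Feature Extraction as uneven or as population outliers were left out, no spot was saturated, and 46 probe values were missing afterwards. Spots of 1 probe were averaged. Between 54.7% and 63.0% of spots were well above background on each array, and the number of arrays limits the precision of every comparison. Gene names came from the files, and the accession of 32994 probes was matched to a RefSeq gene table of assembly GRCm38.p6, used for names only. The matched symbol differed from the name in the files for 1535 of these probes. Gene symbols numbered 37325 after matching.

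A probe was kept if it was well above background on at least 5 of the 6 arrays of at least 1 group, which left 32197 probes of 21495 genes. The median signal of these probes was log2 transformed and quantile normalized between arrays. The slides, which number 3 and hold 8 arrays each, carried 2 arrays of every group, and a slide is washed whole, so slide was added to the model as a term in place of the bath. A single model with group means, slide and array weights was fitted to all 24 arrays with limma (lmFit, arrayWeights and eBayes). The contrasts were fasted against fed within LWT and within LKO, LKO against LWT in the fed and in the fasted state, and the interaction, which is the fasting change in LKO minus that in LWT. Two-sided p-values were adjusted over all probes by the method of Benjamini and Hochberg. A gene was represented by its probe with the highest mean over all arrays, and was called if its adjusted p was at most 0.05 and its fold change exceeded 1.5 either way. Values are normalized log2 signals given as mean ± SD over 6 arrays, and SE is the standard error of a log2 fold change from limma. Means are raw group means, whereas fold changes come from the weighted model with its slide term, so a fold change can depart from the difference of the means. Where at most 1 array of a group was well above background for a probe, no fold is given for a comparison of that group with another.

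Genes named in the text were taken from Pik3ca, 16 genes that the study names for insulin, carbohydrate and fatty acid sensing, and the 3 largest increases and 3 largest decreases among called genes of each contrast. For the latter, genes were passed over if any group of the contrast was below background on every array or, outside the interaction, if the 6 arrays of 1 group overlapped with those of the other. A gene that meets the rule is not reported here, so the genes named for a comparison are not all that the rule gives. Other probes are given for some of the named genes.

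Sets of target genes were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over all sets and contrasts of the family, with fry and with a correlation estimated for each set as alternatives. The 7 sets were SREBP1c targets of lipogenesis, ChREBP targets of glycolysis, genes repressed by insulin through FOXO1, PPARα targets, CREBH targets, SREBP2 targets of cholesterol synthesis, and genes of the circadian clock. A further 10 lists of markers formed a second family for pancreas, adipose tissue, erythroid cells, Kupffer cells, endothelium, stellate cells, pericentral and periportal hepatocytes, and female-biased and male-biased liver genes. Comparisons that share the LWT_Fed or LWT arrays were set against 100 simulations in which the genotype had no effect and probes varied independently. Other assignments of the same arrays to groups, 100 per contrast with the actual one included, were refitted in the same way.

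The comparisons, sets, thresholds, alternatives and the rule for named genes were fixed before the data were examined, apart from leaving out each array in turn and leaving out probes whose values divided the arrays of a group, which were added later. The alternatives were the processed signal scaled to the 75th percentile of each array, normexp background correction with an offset of 50, the deposited matrix, no filter, a filter to probes well above background on all arrays, no array weights, no slide term, the 6 rows of arrays on the slides in place of the 3 slides, slide means removed before normalization, the replicate number as a block, eBayes with trend and robust options, calls from any probe of a gene, adjusted p without a minimum fold change, unadjusted p under 0.05 with the minimum fold change, and fits to the compared groups alone.

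The scripts were tested on simulated data with 200 changed genes of 21495 at a log2 change of 1. Recovery was 99.5% for fasting in LWT, 98.5% for fasting in LKO, 97% for each genotype contrast and 93% for the interaction, with at most 1 false call in any contrast, and 0 of 50 random sets were called. Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with matplotlib 3.10.9 for plots. Mice that were refed after fasting, and the other experiments of the study, were not analysed here.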

Results

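To examine how hepatocyte p110α bears on the liver's response to feeding and fasting, liver mRNA was measured by microarray in fed and in fasted mice with an intact gene (LWT) or with Pik3ca deleted in hepatocytes (LKO). Fasting lasted 24 h. The 24 arrays fall into 4 groups of 6 mice each. The share of spots well above background was 58.6% ± 2.38 (SD, n = 6) for LWT_Fed, 58.9% ± 1.67 for LWT_Fasted, 58.5% ± 1.99 for LKO_Fed and 59.4% ± 2.39 for LKO_Fasted. The median spot signal ranged from 69 to 88.5 over the 24 arrays. Within a group, profiles of any pair of arrays correlated across genes with r of at least 0.992 in LWT_Fed, LWT_Fasted and LKO_Fed and of at least 0.985 in LKO_Fasted. Genes are not independent replicates, so these coefficients only describe how alike the arrays were.

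Each of the 3 slides held 2 arrays of every group. Slide had an effect at an adjusted p of at most 0.05 for 101 of 32197 probes. Arrays on 1 row of the slides had more spots well above background than those on the other, 60.4% against 57.3% with 12 arrays each, and every group had the same number of arrays on each row. Because slides and groups were balanced, all comparisons were made within slides.

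In a principal component analysis of the normalized signals, PC1 carried 45.8% of the variance and separated feeding states. Fed arrays scored between -45.1 and -27.2, LWT_Fasted arrays between 17.98 and 35.9, and LKO_Fasted arrays between 42.8 and 51.9. PC2 carried 13.6% and separated arrays labelled LKO from arrays labelled LWT, with 15.2 to 27.0 for LWT arrays, -29.0 to -19.1 for LKO_Fed and -35.1 to -1.40 for LKO_Fasted. The spread of LKO_Fasted along PC2 came from replicates 1 and 2, at -35.1 and -31.3, while the other LKO_Fasted arrays scored between -2.92 and -1.40.

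**Figure D1:**
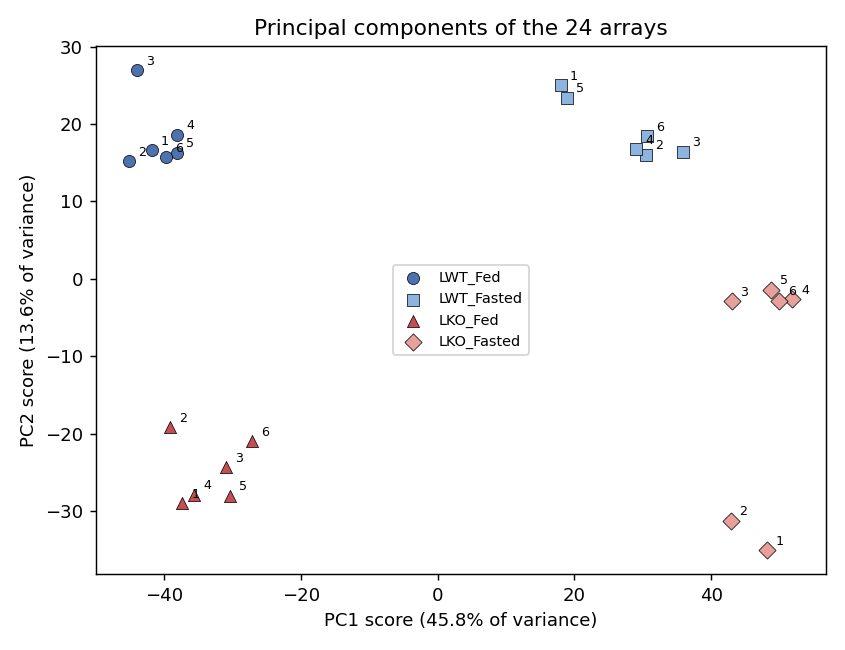
Scores of the 24 arrays on PC1 (x axis, 45.8% of variance) and PC2 (y axis, 13.6% of variance), no units, 1 point per array with its replicate number, colours and shapes for the 4 groups. Fasted arrays all lie at PC1 scores of 17.98 or higher, and LKO_Fasted replicates 1 and 2 lie at PC2 scores of -35.1 and -31.3, apart from the other 4 arrays of that group.

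The targeted gene was examined first. Pik3ca (NM_008839) was read by 1 probe, on chromosome 3 at 32364747 to 32364806 of mm9. Its normalized log2 signal was 11.91 ± 0.21 in LWT_Fed, 12.54 ± 0.26 in LKO_Fed, 12.28 ± 0.14 in LWT_Fasted and 12.26 ± 0.19 in LKO_Fasted (SD, n = 6 each). Arrays labelled LKO_Fed were thus higher than arrays labelled LWT_Fed, with a log2 fold change of 0.58 (SE 0.105, adjusted p = 0.000607), a 1.49-fold difference that stayed under the minimum of 1.5. All 6 LKO_Fed arrays, at 12.30 to 13.02, lay above all 6 LWT_Fed arrays, at 11.71 to 12.25. In fasted mice the difference was -0.02 (SE 0.115, adjusted p = 0.924), within the spread between mice. Leaving out LWT_Fed replicate 6 moved the fed difference most, to 0.65. The signal of this probe was therefore not lower in arrays labelled LKO in either feeding state. The labels name a knockout but no exons, and the paper describes a deletion of exons 18 and 19 of Pik3ca. The place of the probe relative to those exons was not examined here, so its signal is not shown to contradict the labels. Directions between genotypes are accordingly stated between arrays labelled LKO and arrays labelled LWT throughout.

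The response to fasting was then compared in each genotype. Of 21495 genes tested, fasting changed 2166 in arrays labelled LWT, 1038 higher and 1128 lower. In arrays labelled LKO it changed 2764 genes (12.9%), 1272 higher and 1492 lower. For 1777 of the 2166 and 2128 of the 2764, the 6 fasted arrays did not overlap with the 6 fed arrays. Chance would give this for 0.216% of genes taken without a test, a share that does not apply to called genes, which are chosen for a difference. Dropping the minimum fold change moved the LWT count most, to 9649 genes. A total of 1403 genes were called in both genotypes, of which 1396 moved in the same direction. Where a called gene had other probes, at least 1 of them was called the same way for 462 of 854 genes (54.1%) in LWT and 633 of 1064 (59.5%) in LKO.

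The largest increases with fasting in LWT were those of Mt2 (NM_008630, chromosome 8, 96697371 to 96697430), from 10.90 ± 1.40 to 16.92 ± 0.31 with a log2 fold change of 6.40 (SE 0.4, adjusted p = 4.32e-11), Cyp4a14 (NM_007822, chromosome 4, 115168609 to 115168668), with 5.49 (SE 0.306, adjusted p = 8.66e-12), and Pip5k1a (ENSMUST00000107229, chromosome 3, 94901128 to 94901187), with 4.85 (SE 0.254, adjusted p = 3.49e-12). The other Pip5k1a probes did not share this increase, with log2 fold changes of 0.15 and 0.07. Among the largest decreases were those of Pnpla3 (NM_054088, chromosome 15, 84019823 to 84019882), Thrsp (NM_009381, chromosome 7, 104561649 to 104561708), at -4.24 (SE 0.211, adjusted p = 1.74e-12), and Fasn (NM_007988, chromosome 11, 120668460 to 120668519), from 17.76 ± 0.28 to 13.79 ± 0.20 with -3.94 (SE 0.131, adjusted p = 4.49e-15). Pnpla3 was well above background on only 1 of the 6 LWT_Fasted arrays and on 0 of the 6 LKO_Fasted arrays, so no fold is given for its decrease.

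In arrays labelled LKO the largest increases were those of Cidec (NM_178373, also called Fsp27, chromosome 6, 113374693 to 113374752), from 7.57 ± 0.23 to 14.88 ± 0.62 with a log2 fold change of 7.47 (SE 0.258, adjusted p = 1.06e-14), Acot2 (NM_134188, chromosome 12, 85334553 to 85334612), with 6.17 (SE 0.291, adjusted p = 6.3e-13), and Cyp4a14, with 5.36 (SE 0.349, adjusted p = 7.31e-11). Among the largest decreases were those of Thrsp, at -6.29 (SE 0.242, adjusted p = 3.54e-14), and Hsd3b5 (NM_008295, chromosome 3, 98422576 to 98422635), at -4.58 (SE 0.347, adjusted p = 6.76e-10).

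**Figure D2:**
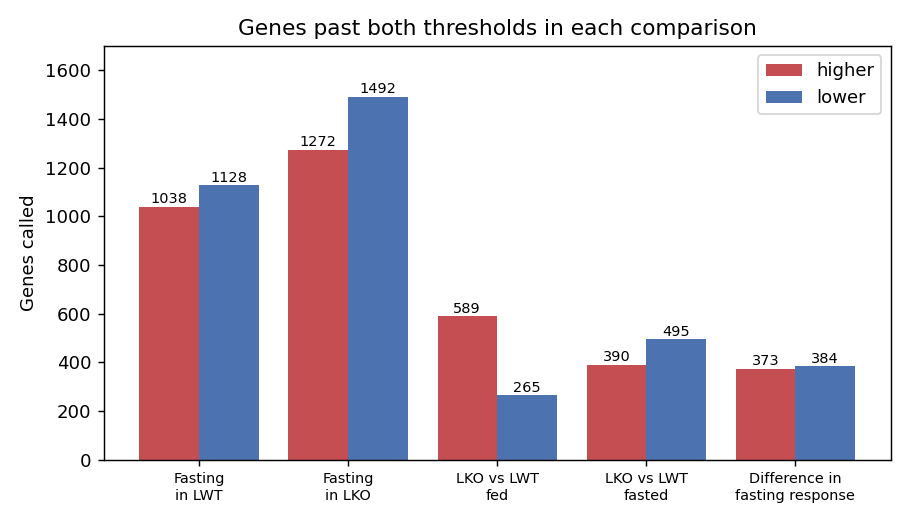
Number of genes called (y axis, genes) as higher (red bars) and lower (blue bars) in each of the 5 comparisons (x axis), out of 21495 genes tested on 24 arrays. Fasting changed 2166 genes in LWT and 2764 in LKO, and the genotype contrast called 854 genes in fed and 885 in fasted mice.

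To ask which genes depend on p110α in the fed state, arrays labelled LKO_Fed were compared with arrays labelled LWT_Fed. This called 854 genes (3.97%), 589 higher and 265 lower in LKO_Fed. The arrays of the groups did not overlap for 670 of them. Dropping the minimum fold change moved this count most, to 4359 genes. The surplus of genes higher in LKO_Fed rested on probes whose values divided the arrays of a group, and without such probes 425 genes were called, 211 of them higher. Of the 425, 421 had been called the same way with all probes. Of the 589, 338 (57.4%) were read by a probe whose LKO_Fasted values fell apart by more than 1.5-fold, with replicates 1 and 2 above the other 4 arrays. The mirrored pattern, with replicates 1 and 2 below the others, was found for 1 of the 265 lower genes. Another probe of the gene was called the same way for 70 of 202 genes that had one (34.7%).

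The 3 largest increases in LKO_Fed were read by probes of this kind, none of which stands for an annotated gene. They were a transcript named for the region 14943275 to 14944205 of chromosome 5, with a log2 fold change of 5.07 (SE 0.848, adjusted p = 0.000282), another named for 15146475 to 15170100 of chromosome 5, with 4.98 (SE 0.831, adjusted p = 0.000278), and CA584427 on unplaced Y chromosome sequence at 33282633 to 33282692, with 4.18 (SE 0.65, adjusted p = 0.000157). In LKO_Fasted, CA584427 had log2 signals of 10.71 and 10.98 in replicates 1 and 2 and of 5.28 to 5.41 in the other 4, which were not well above background. The largest decreases were those of Pnpla5 (XM_006521520, chromosome 15, 83942786 to 83942844), from 12.09 ± 0.69 in LWT_Fed to 8.55 ± 0.96 in LKO_Fed with -3.29 (SE 0.284, adjusted p = 2.52e-07), Pnpla3, from 11.12 ± 0.71 to 7.81 ± 0.89 with -3.03 (SE 0.286, adjusted p = 7.45e-07), and Dct (NM_010024, chromosome 14, 118412029 to 118412088), with -3.03 (SE 0.376, adjusted p = 2.12e-05). A second probe of Dct showed no such difference (0.18, adjusted p = 0.421), whereas the second probes of Pnpla3 and Pnpla5 fell as well, with log2 fold changes of -2.06 and -2.55. Pnpla5 was not well above background on any fasted array, so no fold is given for its decrease with fasting.

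Among the 16 genes the study names for insulin, carbohydrate and fatty acid sensing, 12 differed between arrays labelled LKO_Fed and LWT_Fed at an adjusted p of at most 0.05 over all probes, and 14 when adjusted over the list alone. The study names some of them, such as Pnpla3, Igfbp1 and Enho, for fed mice of these genotypes, and others, such as Pklr, for a separate glucose challenge. Neither count is therefore wholly independent evidence. Of the 12, 3 were higher and 9 lower in LKO_Fed. The higher ones were the secreted factors Igfbp1 (NM_008341, chromosome 11, 7102442 to 7102501), from 13.75 ± 0.55 to 15.44 ± 0.60 with a log2 fold change of 1.87 (SE 0.305, adjusted p = 0.00023), Igfbp2 (NM_008342, chromosome 1, 72898677 to 72898736), with 1.63 (SE 0.191, adjusted p = 1.07e-05), and Enho (NM_027147, chromosome 4, 41585245 to 41585304), with 2.02 (SE 0.207, adjusted p = 1.86e-06). The genes of fatty acid synthesis Srebf1 (NM_011480, chromosome 11, 60013214 to 60013273), Fasn and Scd1 (NM_009127, chromosome 19, 44469387 to 44469446) were lower, with -0.62 (SE 0.119, adjusted p = 0.0009), -1.03 (SE 0.134, adjusted p = 3.22e-05) and -1.10 (SE 0.144, adjusted p = 3.47e-05). Cidec was lower by -1.62 (SE 0.231, adjusted p = 7.52e-05). The other lower genes were Pnpla3, Acly, Me1, Pklr and Fgf21. Among the genes that did not pass were Mlxipl, Cyp4a14 and Vnn1, with log2 fold changes of -0.07, -0.05 and -0.83. A second probe of Mlxipl, however, was higher in LKO_Fed by 0.43 (adjusted p = 0.000902), while the remaining probe was at -0.22 (adjusted p = 0.114).

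**Figure D3:**
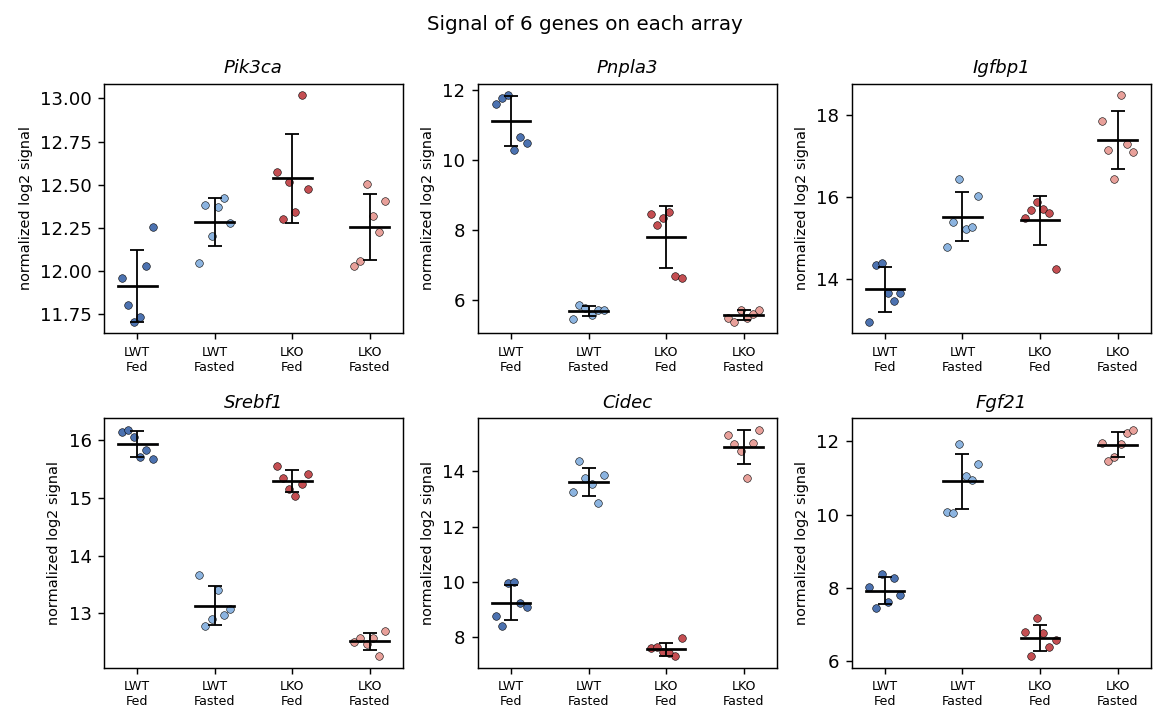
Normalized log2 signal (y axis) of Pik3ca, Pnpla3, Igfbp1, Srebf1, Cidec and Fgf21 on each array (points) in the 4 groups (x axis, n = 6 each), with horizontal bars for means and error bars for SD. Pik3ca lies at 12.30 to 13.02 in LKO_Fed and at 11.71 to 12.25 in LWT_Fed, and Cidec is lower in LKO_Fed than in LWT_Fed (7.57 against 9.25) but higher in LKO_Fasted than in LWT_Fasted (14.88 against 13.61).

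After fasting, 885 genes differed between arrays labelled LKO_Fasted and LWT_Fasted, 390 higher and 495 lower in LKO_Fasted, and the groups did not overlap for 492 of them. Dropping the minimum fold change moved this count most, to 4889. A total of 197 genes were called in both feeding states, 172 of them in the same direction (67 higher and 105 lower in LKO). The largest increases were those of Ntf3 (NM_001164034, chromosome 6, 126051431 to 126051490), from 6.94 ± 0.36 to 10.14 ± 0.56 with a log2 fold change of 3.20 (SE 0.22, adjusted p = 3.76e-09), Cdc42ep5 (NM_021454, chromosome 7, 4102914 to 4102973), with 2.66 (SE 0.145, adjusted p = 3.19e-10), and Lepr (NM_010704, chromosome 4, 101452666 to 101452725), from 9.97 ± 0.46 to 12.62 ± 0.36 with 2.57 (SE 0.172, adjusted p = 2.66e-09), where the other 5 probes of Lepr ranged from 1.27 to 3.93. The largest decreases were those of Thrsp, with -3.12 (SE 0.237, adjusted p = 1.89e-08), Dct, with -3.10 (SE 0.411, adjusted p = 1.79e-05), which its second probe again did not share (-0.07), and Leap2 (NM_153069, chromosome 11, 53235798 to 53235857), with -2.64 (SE 0.196, adjusted p = 1.44e-08). Of the 16 study genes, 9 differed at an adjusted p of at most 0.05 over all probes, and 9 when adjusted over the list alone, 5 higher and 4 lower in LKO_Fasted. Fgf21 (NM_020013, chromosome 7, 52869305 to 52869364) was among them (0.86, SE 0.262, adjusted p = 0.0221), but did not pass under the processed signal or in the fit to the compared groups alone.

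Whether the response to fasting itself depended on the genotype label was tested with the interaction, which called 757 genes, 373 with a higher and 384 with a lower value in LKO. This balance rested on single arrays, with 407 higher and 660 lower without LKO_Fasted replicate 2. Dropping the minimum fold change moved this count most, to 2215. The largest positive values were those of Cidec, with a log2 difference of 3.12 (SE 0.342, adjusted p = 1.48e-05), Hrob (NM_153544, chromosome 11, 102126433 to 102126492), with 2.74 (SE 0.305, adjusted p = 1.64e-05), and Apoa4 (NM_007468, chromosome 9, 46051206 to 46051266), with 2.71 (SE 0.195, adjusted p = 8.56e-08). Apoa4 rose with fasting in LWT from 15.29 ± 0.36 to 16.34 ± 0.43 and in LKO from 13.37 ± 0.30 to 17.10 ± 0.18. The most negative values were those of CA584427 and of the transcripts on chromosome 5, at -4.70, -5.45 and -5.38, whose LKO_Fasted arrays fell apart as described. Of the 16 study genes, 6 passed over all probes and 8 when adjusted over the list alone. Srebf1 fell alike in both genotypes, by log2 fold changes of -2.76 in LWT and -2.82 in LKO, and its interaction of -0.06 (SE 0.176, adjusted p = 0.86) was within the spread between mice.

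**Figure D4:**
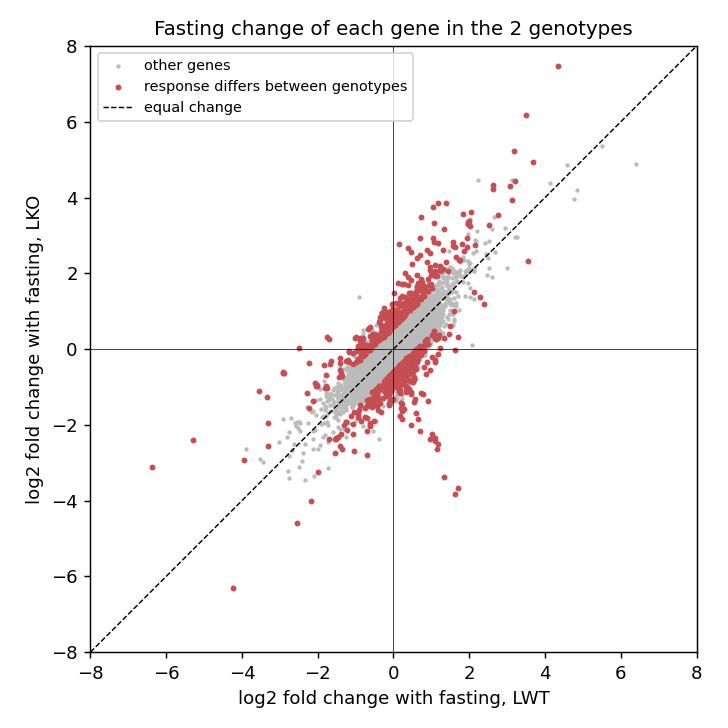
Log2 fold change with fasting in LWT (x axis) and in LKO (y axis), 1 point per gene for 21495 genes, with red points for the 757 genes whose response differed between genotypes and a dashed line for equal change. Points follow the line with a slope of 0.929 over the 2166 genes called in LWT.

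The share of the fasting response that varied with the genotype label was then taken over the 2166 genes called in LWT. Of these, 546 (25.2%) also differed between genotypes in fed mice at an adjusted p of at most 0.05, and 438 (20.2%) had a fasting response that differed between genotypes. The first comparison shares the LWT_Fed arrays, so both shares were set against simulations with no genotype effect. There, at most 1 gene was called by genotype in any simulation. When the simulated genes were ranked and the same number taken as passed in the data, the shares were 23.1% (20.4% to 24.5%) and 13.1% (11.9% to 14.7%). Both observed shares lay above these ranges, the first only just. An unadjusted p moved the shares most, to 37.5% and 42.0%, while without array weights they were 20.3% and 12.7%. Of the 438 genes, 240 (54.8%) changed less in LKO or in the opposite direction, and 198 changed more.

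Conversely, 219 of the 854 fed genotype genes (25.6%) were also called by fasting in LWT, 171 in the same direction and 48 in the opposite one. Among the 854 genes with the smallest p in the fed comparison, 19.4% were called by fasting in LWT, against 14.6% (12.2% to 17.4%) in the simulations. By sign alone, 70.5% (602 of 854) had moved in the direction of fasting. Of the 854 with the smallest p, 78.3% had that sign, against 62.9% (58.2% to 67.2%) in the simulations. The slope of the LKO change on the LWT change was 0.929 over the genes called in LWT (simulated 0.940 to 0.969). The slope of the LWT change on the LKO change was 0.672 over the 2764 genes called in LKO (simulated 0.930 to 0.963). These simulated probes also varied independently, so all these ranges may be too narrow. Leaving out single arrays gave 0.903 to 0.955 for the first slope, which reaches into its range. Of the 2124 genes called by fasting in exactly 1 genotype, 774 had an interaction at an adjusted p of at most 0.05, so that for the others a difference between genotypes was not shown.

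Known targets of transcription factors were tested as sets. Camera called 28 of 35 tests over the 7 sets and 5 contrasts, 16 higher and 12 lower. Of the 28, 26 also passed with fry and 11 with a correlation estimated for each set, which was the alternative that moved the number most. The 16 SREBP1c targets fell with fasting by a mean log2 fold change of -2.16 in LWT (adjusted p = 1.31e-12) and -1.54 in LKO (adjusted p = 5.59e-06), and were lower in LKO_Fed than in LWT_Fed by -0.97 (adjusted p = 7.14e-14), with all 16 lower. The 12 FOXO1 targets were higher in LKO_Fed, by 0.71 (adjusted p = 4.14e-05), with 10 of 12 higher, and in LKO_Fasted, by 0.57 (adjusted p = 0.00801). In the fed genotype contrast the calls for SREBP1c, FOXO1 and CREBH held with an estimated correlation, and that for FOXO1 in fasted mice did not. The 10 ChREBP targets were lower in LKO_Fed by -0.41 (adjusted p = 0.000355), with 9 of 10 lower, a call that did not hold with an estimated correlation (adjusted p = 0.0831). The 20 PPARα targets were lower in LKO_Fed (-0.31, adjusted p = 0.000199) and higher in LKO_Fasted (0.42, adjusted p = 0.000149), and their fasting response was larger in LKO by 0.73 (adjusted p = 1.3e-09). The 8 CREBH targets followed the same order, with -0.71, 0.43 and an interaction of 1.14 (adjusted p = 1.43e-07). Of these interactions only that of CREBH held with an estimated correlation (adjusted p = 0.000369). For CREBH, however, that correlation was -0.0107, below the fixed 0.01, so no larger correlation was allowed for in this set. The 20 SREBP2 targets did not differ in fed mice (0.01, adjusted p = 0.915). They were higher in LKO_Fasted by 0.33 (adjusted p = 0.0176), with an interaction of 0.33 (adjusted p = 0.0282), and neither call held with fry (adjusted p = 0.166 and 0.288) or with an estimated correlation (0.555 and 0.576). Clock genes did not differ there either, and their mean (-0.002) and median (0.01) had opposite signs, while in fasted mice all 12 were lower in LKO (-0.34, adjusted p = 0.00656). With an estimated correlation the clock call in fasted mice, the PPARα calls between genotypes in either state and the SREBP1c call for fasting in LKO did not pass.

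**Figure D5:**
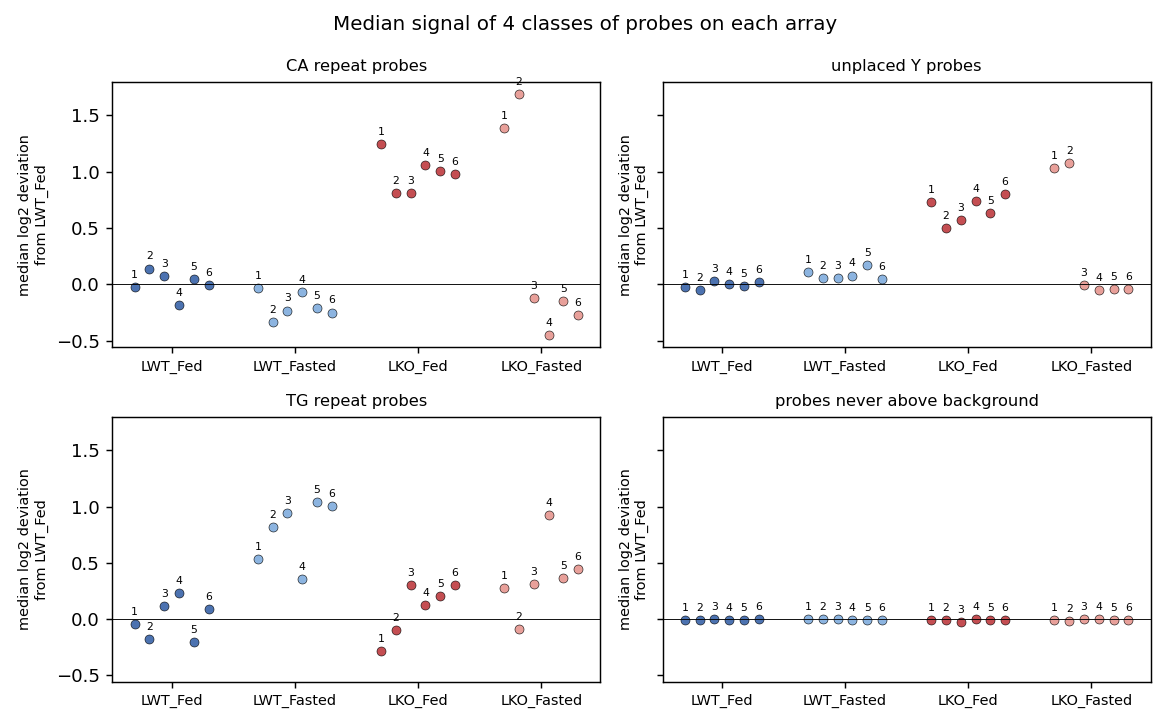
Median log2 deviation from the LWT_Fed mean (y axis) on each array (points with replicate numbers) in the 4 groups (x axis) for probes with a CA repeat, probes on unplaced Y sequence, probes with a TG repeat and probes never well above background, classes that were chosen after the values were seen. CA repeat probes lie at 0.81 to 1.25 in LKO_Fed and at 1.39 and 1.69 in LKO_Fasted replicates 1 and 2, and at -0.12 or lower in the other LKO_Fasted arrays.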

Values the study reported

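The study reported that 46% of feeding-sensitive genes (n = 762) required p110α. Some of these, 352 genes, differed between fed mice of the 2 genotypes at a fold change over 1.5 and P under 0.05. It named 33 genes with higher expression in the knockout that insulin is known to repress, and 77 insulin-inducible genes with lower expression. Groups held 6 mice, and fasting lasted 24 h.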

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

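The tests of brightness and group membership of single arrays, and those of normalization and background for the interaction genes, were chosen only after the results were seen, as was the test of split sequence, label swaps and probe position for Pik3ca. An array was looked at more closely where its gap to the nearest other array of its group, divided by the range of the group, exceeded Dixon's 95% critical value. Of 144 groups of 6 arrays tested, 17 held such an array, where chance gives about 1 in 20, or 7.2.

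LKO_Fasted replicate 4 was apart from its group in 4 values, with Acly at 13.40 (nearest other array 12.38), Vnn1 at 11.48 (12.92), Acot2 at 12.16 (13.76) and Hrob at 7.41 (8.97). A weaker fasting response across all fasting genes was excluded, since over 2165 genes its projection on the fasting change of LWT was 0.975. The other LKO_Fasted arrays lay at 0.872 to 0.948. A weaker response of some genes was not excluded, as a projection over all genes cannot test it. All 4 values lie on that side, with Acly falling and the others rising in fasted LKO mice. On PC4 this array scored -42.9, against 4.48 to 20.4 in the rest of its group. A dim array was excluded by 57.9% of spots well above background, within the range of its group, and a wrong label by a correlation of 0.991 with the mean of the other LKO_Fasted arrays, higher than with any other group. Its array weight was 0.355. What set this mouse apart remains open, and no biological explanation was tested beyond the strength of the response.

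LWT_Fed replicate 3 was apart in 3 values, with Mt2 at 13.67 (nearest other array 10.84), Pip5k1a at 10.999 (9.35) and a PC2 score of 27.0 (18.6). A partly fasted mouse was excluded, since over 2763 genes its projection on the fasting change of LKO was 0.0115, within the -0.0490 to 0.0281 of the other LWT_Fed arrays. It was not dim, with 60.5% of spots well above background, and it correlated best with its own group, at 0.995. Its array weight was 0.320. Mt2 and Pip5k1a passed in the fed genotype contrast with the weights but not without them.

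Other arrays stood apart in 1 or 2 values each, and all 24 of 24 arrays correlated best with their own group. The values were Scd1 in LWT_Fed replicate 4 at 16.99 (nearest 17.61), Igfbp1 in LKO_Fed replicate 6 at 14.24 (15.50), Igfbp2 in LKO_Fed replicate 2 at 16.63 (16.12), Pklr in LWT_Fasted replicate 2 at 7.89 (8.85), Vnn1 and Acot2 in LWT_Fasted replicate 5 at 11.82 (12.49) and 11.38 (12.06), Thrsp in LKO_Fasted replicate 1 at 11.17 (10.21), Ntf3 in LWT_Fed replicate 5 at 7.21 (6.70), Lepr in LKO_Fed replicate 5 at 10.55 (10.27), and the share of spots well above background in LKO_Fed replicate 3 at 54.7% (58.2%). No cause was tested for these.

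For 19 of the 32 named genes the fasting response differed between arrays labelled LKO and LWT by the interaction. The differences, in log2, were -0.60 for Pik3ca, 2.90 for Pnpla3, 3.12 for Cidec, 1.004 for Fasn, 1.31 for Me1, 2.05 for Fgf21, -2.05 for Thrsp, 2.69 for Acot2, -2.03 for Hsd3b5, 3.26 for Pnpla5, 2.61 for Ntf3, 2.23 for Cdc42ep5, 1.76 for Lepr, -1.65 for Leap2, 2.74 for Hrob and 2.71 for Apoa4, and -5.45, -5.38 and -4.70 for the transcripts on chromosome 5 and CA584427. All 19 kept sign and an adjusted p of at most 0.05 with the processed signal, with normexp and with the deposited matrix, which argues against normalization as the cause. Signal near background was excluded for the 13 genes well above background on all 24 arrays. It was also excluded for 4 of the other genes, Hrob, CA584427 and the chromosome 5 transcripts, since a floor in the groups that hold their dim arrays would only shrink the difference. For the remaining 2, Pnpla3 and Pnpla5, it cannot be told apart from a change in response, because the fasted arrays of both genotypes were dim. A dependence of the fasting response on the genotype stays open as a biological explanation for the 13.

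By camera the fasting response also differed for 5 of the 7 sets. The mean log2 difference was 0.61 for SREBP1c, 0.73 for PPARα, 1.14 for CREBH, 0.33 for SREBP2 and -0.34 for clock genes. With a correlation estimated for each set, only the CREBH interaction passed in camera (adjusted p = 0.000369). Those of SREBP1c, PPARα and clock genes (adjusted p = 0.0802 each) and of SREBP2 (0.576) did not. Other assignments of the arrays called at least 5 sets in the interaction in 18 of 100 cases, so chance cannot be excluded for the number of sets. The same held for the fed genotype contrast (41 of 100), whereas for the fasted genotype contrast chance was excluded (2 of 100). For fasting in LWT (20 of 100) and in LKO (61 of 100) the count decides nothing, because most other assignments still carried part of the fasting effect, with a median of 750 and 1346 genes called. A count of sets says nothing about the strength of any single set. Chance was excluded for the number of genes called in each fasting and each genotype contrast, with 1 of 100 assignments reaching the actual count. In the interaction 4 of 100 reached it. Those assignments mixed the genotypes within each feeding state. They test for any genotype effect and cannot single out a difference in fasting response. The share of fasting genes that differ between fed genotypes was reached by 2 of 100 assignments and the share whose response differs by 1 of 100. For the shares this leaves chance open, because 81 and 79 of the other assignments had a share of 0, where none of the fasting genes passed, so that a share mostly repeats the number of genes called.

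Pik3ca was higher in arrays labelled LKO_Fed than in arrays labelled LWT_Fed, although the label names a knockout. Swapped labels of the fed groups alone were excluded, since the LKO_Fasted arrays projected at 0.418 or more on the fed genotype change and the LWT_Fasted arrays at 0.129 or less. Labels swapped in both feeding states are not tested by this projection. In LKO_Fed the SREBP1c set was lower (-0.97, all 16 genes) and the FOXO1 set, of genes repressed by insulin, higher (0.71, 10 of 12). Both have the direction that loss of insulin signalling would give, which argues against such a swap. The paper also reports the deleted allele and a lack of p110α protein in livers of this line. The sequence that divides the LKO_Fasted arrays was excluded for this probe, whose largest gap there was 0.17. A probe outside the deleted exons may still be read in a truncated transcript, and this stays open because Pik3ca has only 1 probe on the array and its place relative to the exons was not used here.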

How the results depend on the processing

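Leaving out each array in turn and leaving out probes that divide the arrays of a group were chosen only after the results were seen. No value that passed its threshold changed sign under any alternative. Pik3ca in fasted mice, which did not pass, changed sign to 0.01 with the rows of arrays in place of slides and to 0.04 without LKO_Fasted replicate 1. Each count of genes stayed within 1.5 times its value except as follows. With the processed signal, fasting changed 3316 genes in LWT (2166 in the report), and genotype 1549 in fed (854) and 1389 in fasted mice (885). Without a minimum fold change the counts were 9649 and 9321 for fasting in LWT and LKO, 4359 and 4889 for genotype in fed and fasted mice, and 2215 for the interaction, as the looser threshold itself brings. The share of higher genes in the fed contrast was then 52.0% (69.0% in the report). Without probes that divide the arrays of a group, 425 genes were called in the fed contrast, 211 higher and 214 lower, which is 49.6% higher, so the excess of higher genes was lost. The loss follows from the probes removed, since 378 of the 589 higher and 58 of the 265 lower genes were read by such probes, and 421 of the 425 had been called the same way with all probes.

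Among shares, that of LWT fasting genes that differ between fed genotypes was 37.5% and that of genes whose response differs 42.0% with an unadjusted p, which calls more genes. The share of fed genotype genes also changed by fasting was 49.0% without a minimum fold change, 37.6% without probes that divide a group and 31.9% with only probes well above background on all arrays, against 25.6% in the report; the cause was not tested. With a correlation estimated for each set, 11 set tests passed in place of 28, 8 higher and 3 lower. The estimated correlation exceeded the fixed 0.01 for all sets but CREBH.

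Under the other alternatives the interaction count ranged from 533 without the filter to 1134 with an unadjusted p, and the share of genes whose response differs fell to 12.6% without the filter and 12.7% without array weights. Pik3ca in fed mice stayed between 0.56 and 0.62, and in fasted mice between -0.07 and 0.01. Of 1879 values of named genes under alternatives, 1846 stayed on their side of the threshold, 17 lost the threshold and 16 gained it. Of 483 values of sets, 448 stayed, 32 lost the threshold and 3 gained it.

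Leaving out each array gave 1982 to 2303 genes for fasting in LWT, 2555 to 2986 in LKO, 823 to 923 for genotype in fed and 767 to 1000 in fasted mice, and 545 (without LKO_Fasted replicate 6) to 1067 (without LKO_Fasted replicate 2) for the interaction. Without LKO_Fasted replicate 2 the interaction had 407 higher and 660 lower genes (38.1% higher), and without replicate 1 it had 395 and 639 (38.2%), against 373 and 384 with all arrays. Pik3ca ranged from 0.51 to 0.65 in fed and from -0.09 to 0.04 in fasted mice. The shares ranged from 20.8% to 25.7%, 14.4% to 22.9%, 24.0% to 27.0% and 67.9% to 74.6%, the slope from 0.903 to 0.955, and the set tests from 24 to 28.

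Replicate numbers did not pair the arrays, since only 8 of 36 pairs with the same number correlated over 0.1. With the replicate block the counts were 2105, 2764, 826, 933 and 775 in the order of the contrasts, the shares 23.6%, 19.7%, 26.3% and 75.9%, the slope 0.943, the set tests 27, and Pik3ca 0.58 in fed and -0.07 in fasted mice.

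The share of spots well above background, 54.7% to 63.0%, limits which genes were tested, and where at most 1 array of a group was well above background no fold was given for a comparison of 2 groups.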

Other observations

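The tests of the divided LKO_Fasted arrays were chosen only after the result was seen, except that of normalization, and the tests of segments beside the engineered gene were planned. Within LKO_Fasted, 755 probes had a gap of more than 1.5-fold with at least 2 arrays on each side, against 180 in LWT_Fed, 260 in LWT_Fasted and 224 in LKO_Fed. In 524 of the 755 (69.4%), replicates 1 and 2 were higher. Of these 524, 387 were called higher in LKO_Fed, 201 lower with fasting in LKO and 76 lower in the interaction. Probes with a CA repeat of 10 bases made up 66 of the pattern out of 88 tested, and probes on unplaced Y sequence 45 of 52. The median deviation of CA repeat probes in LKO_Fasted replicates 1 to 6 was 1.39, 1.69, -0.12, -0.45, -0.15 and -0.28, and that of unplaced Y probes 1.03, 1.08, -0.01, -0.05, -0.04 and -0.04.

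Several causes were excluded or narrowed. The LWT arrays on the same slides and in the same position reached only 0.0770 for CA repeat probes, which argues against washing or scanning. LKO_Fasted replicates 3 to 6 were not LWT livers, since the lowest of their projections on the fed genotype change was 0.418 over 418 genes, against at most 0.129 in LWT_Fasted. Over 6 lists of markers of other cell types, the highest median log2 fold change in LKO_Fed against LWT_Fed was 0.0038. This argues against a common rise of the markers on those lists in LKO_Fed. The lists were not compared between the divided LKO_Fasted arrays, so cells of another type are not excluded there. Normalization was excluded, as 501 of 501 probes present in the deposited matrix were divided there as well, and 523 of 524 with the processed signal. A CA repeat or unplaced Y sequence was not the whole cause, as it covered 21.2% of the probes, nor was 1 linked region, as unplaced Y sequence held 8.59% of them, chromosome 7 held 7.82%, and no other chromosome held more.

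Other causes stay open. Genomic DNA in the RNA is 1 of them. Probes never well above background reached only 0.0015 in LKO_Fed, but a probe lifted above background by such DNA would leave that class, so this value decides nothing. Such DNA carries both strands, and TG repeat probes lay only at -0.28 to 0.30 in LKO_Fed and at 0.28 and -0.09 in LKO_Fasted replicates 1 and 2, which argues against it. Their median level in LWT_Fed was 12.76 against 8.19 for CA repeat probes, however, which would hide a small rise. Of the TG repeat probes, 30 were as dim as the lower CA repeat probes. These 30 lay at 0.13 to 0.32 in LKO_Fed but also at 0.12 to 0.43 in LWT_Fasted. In LKO_Fasted they lay at 0.25 to 0.62 in replicates 1 and 2, overlapping the 0.13 to 0.34 of replicates 3 to 6. The dim probes thus leave this cause open. Another probe of the gene was called higher for 19.4% of the divided probes, 20 of 103, against 36 of 127 (28.3%) of the others (Fisher's exact p = 0.125), too few to decide on regulation of the whole gene. Extraction or labelling in separate batches may have set LKO_Fed and LKO_Fasted replicates 1 and 2 apart, since every LKO_Fed array lay at 0.813 or higher for CA repeat probes, and a strain variant acting on many loci may have done so, since unplaced Y probes lay at 0.502 or higher. The labels give neither batch nor litter, so these cannot be told apart.

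Segments beside the engineered gene were looked for among 171 genes called alike in fed and fasted mice. Of 276 bins of 10 Mb, 0 held more of them than chance by limma calls and Fisher's exact test (smallest adjusted p 0.131). Within 10 Mb of the Pik3ca probe, 2 of 107 genes (1.87%) were called in fed mice against 804 of 21175 elsewhere (3.80%; Fisher's exact p = 0.444). LWT mice are floxed littermates, so DNA beside Pik3ca should be alike in both genotypes. The comparison near the probe therefore cannot show such a segment. Across the 276 bins the genes called alike are too few to exclude a segment elsewhere.

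The 10 lists of markers were not called in any of 50 tests by camera or with an estimated correlation. With fry 6 passed, pancreas and female-biased genes with fasting in LWT and in LKO, adipose tissue in fed and periportal genes in fasted mice by genotype.

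Genes called by fasting in LWT and also between fed genotypes numbered 219 here. This is lower than the number the study gives for genes sensitive to feeding that also differ between fed genotypes. The share of fasting genes in LWT that differ between fed genotypes at the adjusted p alone was 25.2% here. This is lower than the share the study gives for dependence on p110α, and the measures are not the same. Genes called by fasting in LWT and not in LKO, which may be nearer to such a diagram, numbered 763 here. That count by itself is no test of a difference between the genotypes.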
